A study of Mus musculus with 19 samples.

How the data were processed

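Poly(A) RNA from hepatocytes of 19 male wild-type C57BL/6J mice was sequenced, with 1 library per mouse. The hepatocytes had been isolated by perfusing the liver in sequential steps, per the labels. The labels give 10 young mice (5 months) and 9 old mice (24 months), and 2 cull days 23 days apart. The first cull day held 5 young and 5 old mice and the second held 5 young and 4 old mice, so age and cull day were not confounded. Each mouse is named here by its library number in the labels. These numbers are not shared between ages, so no mice were paired.

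The authors deposited a single table of counts per gene for all libraries. Per the file headers, the table was written by HOMER's analyzeRepeats.pl for the mouse mm10 build, counting reads in exons of RefSeq transcripts, condensing transcripts to genes and leaving the counts raw. RNA extraction used Trizol and chloroform and the library was a stranded paired-end one, per the labels' protocols. No header or label examined here records the aligner, the handling of reads with several matches, the strand setting of the counting, or software versions. Values of genes that overlap on the genome, and of families with near-identical members, are therefore uncertain. Counting over exons of one transcript per gene also fixes the length used here for each gene.

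The table held 24537 genes, each under 1 symbol, of which 6045 had no read in any library. The deposited counts were multiples of 0.5, and 29.2% of cells were not whole, which is why they were treated as estimated counts and rounded to whole counts (ties to the even number) before any count test. The tests had been fixed for plain counts, and the same tests were kept after rounding. All 19 columns matched a mouse by its number. Each column name also carries a total, which exceeded the sum over genes: 78.3% to 86.5% of that total was in genes. What the remainder holds is not stated. Totals over genes averaged 19036483 ± 807111 per library (SD, n = 19). At that depth a gene needs 3 counts in a library to stand above the floor used here.

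Age was tested with edgeR's quasi-likelihood test (edgeR 4.0.16 in R 4.3.3) with trimmed mean of M-values (TMM) scaling, cull day as a covariate and Benjamini-Hochberg adjustment. The filter was edgeR's filterByExpr by age group, with its default minimum count of 10, and 12269 genes passed. The threshold was an adjusted p of 0.05, and a second count also asked for an absolute log2 fold change of at least 1. Standard errors were the absolute log2 fold change divided by the square root of the F statistic. An age by cull day interaction was fitted in the same way.

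A set of 18 gene lists was fixed before the data were examined. They cover type 1 interferon and interferon gamma responses, MHC class II, markers of other liver and blood cells, sex-biased genes, zonation, senescence, proliferation, early response and the circadian clock. The score of a list was the mean log2 CPM (counts scaled to a common library total, with a prior count of 2) over its genes that passed the filter. Ages were compared by an exact two-sided permutation test, relabelling mice within cull days in all 31752 ways, with adjustment over the 18 lists. The age differences of the 2 cull days were compared with each other over the same relabellings. The age effect stayed in the scores, which widens the null of that comparison, so it can miss a real difference between days. An other-cell score was the mean log2 CPM of the 44 tested genes from the macrophage, endothelial, stellate, T and NK cell and B cell lists. Where it was used as a covariate, p came from 100000 permutations of residuals within cull days (the Freedman-Lane method). limma 3.58.1 supplied the competitive camera test with an inter-gene correlation of 0.01. The spread among mice was the median over genes of the log2 ratio of old to young SD of residuals from age by cull day means.

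Genes named in the text follow a rule also fixed beforehand. It took the 5 largest significant rises and the 5 largest significant falls with a mean of at least 1 CPM and the same direction on both cull days. It left out immunoglobulin and T-cell receptor segments and predicted or unnamed genes. It added the 5 genes with the smallest p in each interferon list, the gene with the smallest p in each other list past the threshold, and Cdkn1a, Cdkn2a, Xist and Ddx3y. Any gene outside it is identified as such. Coordinates are those of the deposited table, counted from 1, on mm10, the build also known as GRCm38.

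Alternatives were other scaling (the DESeq2 size-factor method, or library totals alone), other filters, DESeq2 1.42.0, limma-voom with sample weights, no cull day term, each cull day alone, the other-cell covariate, other prior counts, medians over list genes, and leaving out each mouse. Others were added after seeing the data, among them the totals in the column names, unrounded counts, a GC and length correction, thinning to equal depth, and single cell-type lists as covariates. GC content came from the GENCODE M21 transcript of the same symbol with the nearest length, found for 97.8% of tested genes. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 was used for the permutation tests and plots.

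The fits were tested on simulated data. With 200 of 12269 genes changed by a log2 of 1, the age test recovered 83% of them, and 1.8% of its calls were unchanged genes. The changed genes were drawn from the better counted genes, with equal numbers raised and lowered. Low-count genes, and changes as widespread or as unequal in direction as those found here, were not simulated. Over 500 simulated lists without an age effect, the permutation test gave p under 0.05 for 4.0%. Among 200 simulated scores that followed only the covariate, the covariate test called 5.0%. It called 98.0% of scores with an age effect of 0.7 beyond the covariate. Smaller effects beyond the covariate were not simulated.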

Results

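Transcript abundance was measured by RNA sequencing in hepatocytes, the main metabolic cells of the liver, isolated from 10 young and 9 old male mice. Young mice were labelled as 5 months old and old mice as 24 months. Counts over genes totalled 18575212 ± 679514 in young libraries (SD, n = 10) and 19549006 ± 620306 in old libraries (SD, n = 9). The old libraries were deeper when stratified by cull day (exact permutation p = 0.00649). More genes were detected in old libraries, by 561 (exact permutation p = 3.15e-05, the smallest the relabellings can give). The albumin gene, Alb, was the most counted gene in every library. It took 9.32% ± 2.24 of counts in young mice (SD, n = 10) and 13.0% ± 1.82 in old mice (SD, n = 9), a difference of 3.75 percentage points (exact permutation p = 0.000661). Young mice 1184, 1186 and 1188 of the first cull day widened this difference, at 5.82% to 6.29% against 10.15% to 11.09% in the other young mice. On the second cull day the means were 10.7% in young and 12.7% in old mice. No pair of libraries agreed within sampling noise. The smallest chi-square per degree of freedom between libraries of the same age was 15.5, so no library repeated the counts of another. That each library is a separate mouse rests on the labels.

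The first principal component of log2 CPM held 41.4% of the variance and the second 19.8%. Old mice scored 46.6 higher than young mice on the first component (exact permutation p = 0.000409) and 20.9 higher on the second (exact permutation p = 0.0259). The second difference rests largely on young mice 1184, 1186 and 1188, which scored -46.0, -52.2 and -40.9. The other young mice scored -7.33 to 21.1 on that component, within the range of old mice (-12.1 to 26.6). Old mouse 1187 lay beyond all other libraries on the first component.

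**Figure D1:**
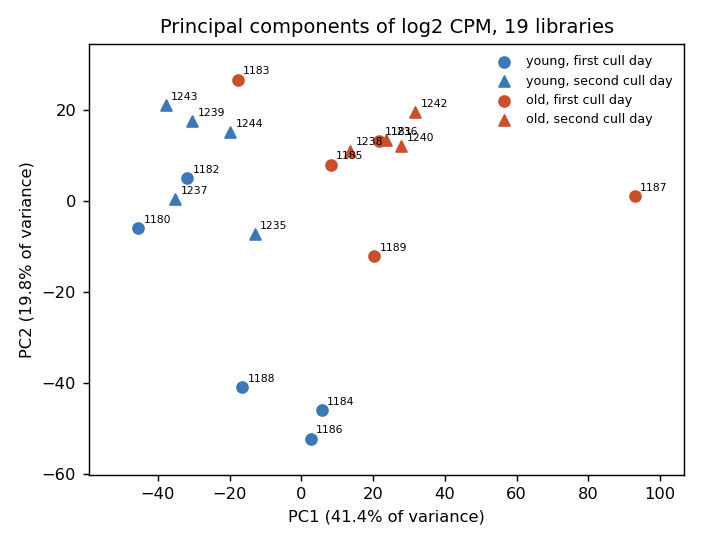
Scores of the 19 libraries on the first (x axis, 41.4% of variance) and second (y axis, 19.8%) principal components of log2 CPM, coloured by age and shaped by cull day. Old mouse 1187 sits at the far right, and young mice 1184, 1186 and 1188 of the first cull day sit at the bottom.

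The design asked which hepatocyte transcripts differed between young and old mice. With cull day as a covariate, 3785 of 12269 genes tested (30.9%) passed the adjusted threshold in edgeR, 2005 higher and 1780 lower in old mice. At least a 2-fold change was also met by 903 genes, 844 higher and 59 lower. The count of 3785 moved most in the first cull day alone, to 450 genes, of which 439 were also among the 3785. The second cull day alone gave 2406, of which 1873 were shared. Scaling by library totals alone shifted the balance of direction: 64.2% of its 3267 genes were higher in old mice, against 53.0% with TMM, and the median log2 fold change over all genes moved from -0.003 to 0.042. The age effect itself was compared between cull days by an interaction term. No gene passed (0 of 12269 in edgeR), with 799 genes at an unadjusted p under 0.05 (6.5%) and a smallest adjusted p of 0.542.

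Among the largest rises, Cyp2b9, a cytochrome P450 gene on chromosome 7 (26173409 to 26210660), had 40 to 1626 counts in the 9 old libraries and 0 to 3 counts in the 10 young libraries, where it averaged 0.06 ± 0.06 CPM (SD, n = 10). As no young library held more than 3 counts of it, only a lower bound is given. Its mean in old mice was at least 97.6-fold higher (edgeR adjusted p = 3.19e-05). That mean, and so the bound, rests largely on old mouse 1181 (83.3 CPM), with 1.94 to 16.8 CPM in the other old mice. All 9 old mice lay above all young mice. Esm1 on chromosome 13 (113209659 to 113218104) rose by a log2 fold change of 4.74 (SE 0.633, edgeR adjusted p = 7.43e-05). Cidea on chromosome 18 (67343564 to 67367794) rose by 4.72 (SE 0.659, edgeR adjusted p = 0.000106), by 7.71 on the first cull day and 3.02 on the second. Olfr701, an olfactory receptor gene on chromosome 7 (106814144 to 106820709), rose by 5.13 (SE 0.419) from 0.07 ± 0.07 CPM (SD, n = 10) to 2.52 ± 0.92 CPM (SD, n = 9). Esm1, Cidea and Olfr701 averaged 0.15, 0.40 and 0.07 CPM in young mice, so the sizes of their ratios are imprecise. Cxcl13 on chromosome 5 (95956939 to 95961068) rose by 5.55 (SE 1.37, edgeR adjusted p = 0.00611). Old mouse 1187 had 498 CPM of Cxcl13, against 0.31 to 20.8 CPM in the other old mice. The size of this rise therefore rests largely on that mouse. Only 4 of 9 old mice were above all young mice for Cxcl13, and with the other-cell score as a covariate its log2 fold change was -0.87 (adjusted p = 0.334 in edgeR).

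The 5 largest falls were all major urinary protein genes on chromosome 4. Mup7 (60066469 to 60070475) averaged 4281 ± 2169 CPM in young mice (SD, n = 10) and 347 ± 240 CPM in old mice (SD, n = 9), a log2 fold change of -3.64 (SE 0.527, edgeR adjusted p = 0.00014). Log2 fold changes were -5.11 for Mup17, -3.63 for Mup15, -3.15 for Mup2 and -2.84 for Mup14. Members of this family are near-identical copies and Mup2 as annotated (61300019 to 61439702) overlaps Mup14 and Mup15, so the division of reads among them is uncertain.

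The series title names interferon signalling, and a fixed list of type 1 interferon response genes was compared between ages. Its score was 3.42 ± 0.62 in old mice (SD, n = 9) and 2.71 ± 0.30 in young mice (SD, n = 10) over the 48 genes tested. The difference, averaged over cull days, was 0.70 on the log2 scale (exact permutation p = 0.0017, adjusted p = 0.0051 over 18 lists). In edgeR, 34 of the 48 genes were higher in old mice and 0 lower when adjusted over all genes, and 37 passed when adjusted over the list alone. At an unadjusted p under 0.05 the count was 39. The difference was 0.65 on the first cull day (exact permutation p = 0.135) and 0.76 on the second (exact permutation p = 0.00794). No difference between the days was detected (permutation p = 0.866). Of the settings fixed beforehand, it moved most when the other-cell score was a covariate, to 0.09 (permutation p = 0.525), and 1 of the 48 genes then passed in edgeR.

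The interferon gamma list scored 4.62 ± 0.64 in old mice (SD, n = 9) and 4.03 ± 0.17 in young mice (SD, n = 10) over 41 genes, a difference of 0.58 (exact permutation p = 0.00268, adjusted p = 0.00535). Of the 41 genes, 30 were higher and 1 lower in edgeR over all genes, and 33 passed over the list alone. The gene that was lower, Gm4951, had a log2 fold change of -0.33 and was outside the naming rule, being chosen after its value was seen. With the other-cell covariate the difference was 0.05 (permutation p = 0.776). The cull days gave 0.63 (exact permutation p = 0.143) and 0.53 (exact permutation p = 0.00794), with no difference detected between them (permutation p = 0.854).

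Relative to other genes, limma's camera test gave p = 3.07e-10 for the type 1 list and 2.69e-08 for the gamma list at the assumed inter-gene correlation of 0.01. With the correlation estimated from these libraries, the p-values were 0.193 and 0.196.

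Among single interferon genes, Irf7 on chromosome 7 (141263183 to 141266424) averaged 26.4 ± 5.14 CPM in young mice (SD, n = 10) and 62.3 ± 45.2 CPM in old mice (SD, n = 9), a log2 fold change of 1.20 (SE 0.252, edgeR adjusted p = 0.00227). H2-Q4 on chromosome 17 (35379617 to 35384674), an MHC class I gene with close paralogs and therefore uncertain, rose by 1.00 (SE 0.161, edgeR adjusted p = 0.000301). Ifi27l2a on chromosome 12 (103433873 to 103443680) rose by 1.13 (SE 0.222, edgeR adjusted p = 0.00146), with all 9 old mice above all young mice. Log2 fold changes were 1.83 for Ifi44, 1.29 for Xaf1 and 1.78 for Sp110 in the type 1 list. Old mouse 1187 had 24.7 CPM of Ifi44, against 1.56 to 6.56 CPM in the other old mice. For Sp110 it had 10.9 CPM against 0.88 to 2.85, for Xaf1 15.5 against 3.22 to 7.09 and for Irf7 181 against 34.8 to 60.6. The sizes of these rises lean on that mouse. Even so, 8 of 9 old mice were above all young mice for Ifi44, Sp110 and Irf7, and 6 of 9 for Xaf1. In the gamma list they were 0.64 for H2-T23, 0.59 for Tapbp, 0.62 for Tap2 and 0.90 for Gbp7. With the other-cell covariate, Ifi27l2a (0.60), H2-Q4 (0.53) and H2-T23 (0.48) still passed in edgeR, as did Gm4951 (-0.36). Cxcl9, outside the naming rule and chosen after its value was seen, passed with the covariate (-1.14, edgeR adjusted p = 0.0275) but had not passed without it (0.50, edgeR adjusted p = 0.435).

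Marker lists of other liver cells were scored in the same way. The stellate cell list was higher in old mice by 1.26 (exact permutation p = 0.000158, adjusted p = 0.00142) and the endothelial list by 0.62 (exact permutation p = 0.00674, adjusted p = 0.0101). The macrophage list was higher by 1.11 but did not pass (exact permutation p = 0.0503, adjusted p = 0.0603), although 13 of its 14 genes were higher in edgeR. Its difference was 0.70 on the first cull day (exact permutation p = 0.532) and 1.56 on the second (exact permutation p = 0.00794, adjusted p = 0.0159). These were not shown to differ from each other (permutation p = 0.474). MHC class II was higher by 1.43 (exact permutation p = 0.00538, adjusted p = 0.00881), and its difference was -0.03 with the other-cell covariate. Without old mouse 1187 the MHC class II difference was 0.94, which still passed (exact permutation p = 0.0105, adjusted p = 0.0171). Lrat, a stellate cell marker on chromosome 3 (82892582 to 82903974), averaged 4.43 ± 1.33 CPM in young mice (SD, n = 10) and 12.7 ± 3.52 CPM in old mice (SD, n = 9). The T and NK cell, B cell and neutrophil lists had 1 tested gene each and the cholangiocyte list had 2, too few to stand for those cells. The combined other-cell score was higher in old mice by 0.97 (exact permutation p = 0.00504).

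Across all 19 libraries the type 1 interferon score followed the other-cell score, with Pearson's r = 0.910 (permutation p = 2e-05, adjusted p = 0.00015 over 15 relations) and Spearman's rho = 0.921 (permutation p = 1e-05, adjusted p = 0.0001). Without the 2 libraries farthest from the median other-cell score, r was 0.832. Within young mice r was 0.738 (permutation p = 0.0158, adjusted p = 0.0238; rho = 0.758, permutation p = 0.0146) and 0.562 without the farthest pair. Within old mice r was 0.898 (exact permutation p = 0.00472, adjusted p = 0.0101; rho = 0.867, exact permutation p = 0.00451) but 0.134 without the farthest pair, so the linear relation among old mice rests on those mice. Over the 7 old mice left, rho was 0.714, which was not tested. It held within the first cull day (r = 0.943, permutation p = 0.00045) and the second (r = 0.909, exact permutation p = 0.00193). For the gamma list r was 0.857 over all libraries (permutation p = 2e-05; rho = 0.863, permutation p = 2e-05), 0.897 on the first cull day and 0.868 on the second. Without the farthest pair it was 0.717. Within young mice the gamma relation did not pass (r = 0.638, permutation p = 0.0512), and within old mice r was 0.845 (exact permutation p = 0.00722) but 0.060 without the farthest pair. The female-biased score did not follow the other-cell score over all libraries (r = 0.301, permutation p = 0.21; rho = 0.337, permutation p = 0.16), and within young mice it fell with it (r = -0.783, permutation p = 0.00804, adjusted p = 0.0134).

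**Figure D2:**
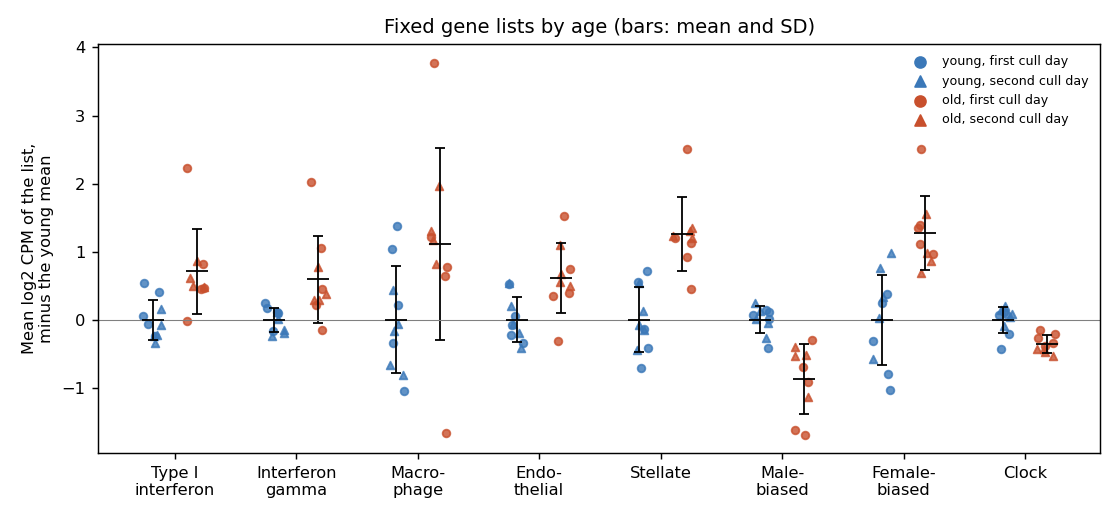
Scores of 8 fixed gene lists per mouse (y axis: mean log2 CPM of the list minus the young mean), by age (colour) and cull day (shape), with bars for the mean and SD. Old mice lie higher for the stellate list (difference 1.26) and lower for the male-biased list (-0.85), while the macrophage list overlaps widely between ages.

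**Figure D3:**
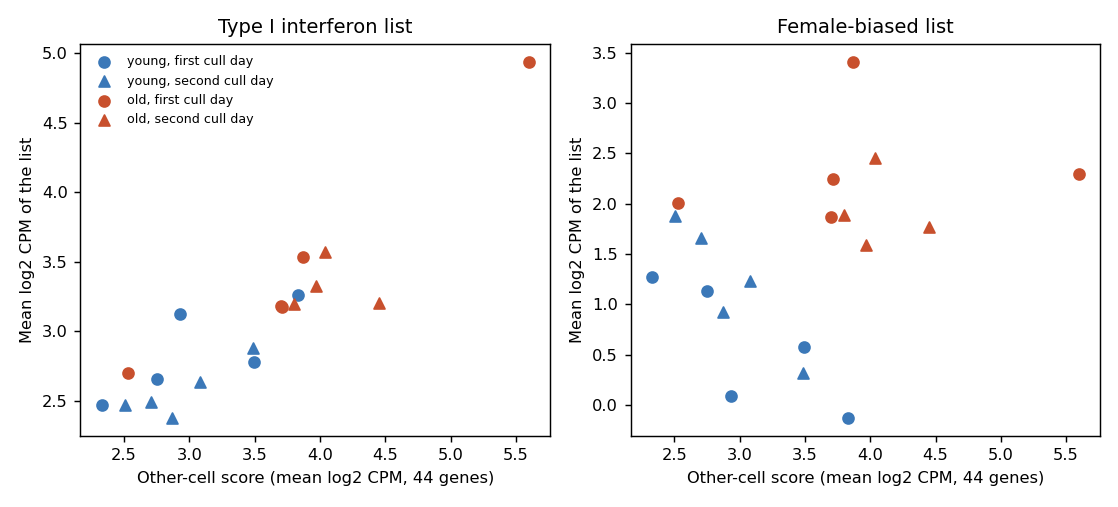
Mean log2 CPM of the type 1 interferon list (left) and the female-biased list (right) against the other-cell score of each library (x axis: mean log2 CPM of 44 marker genes). The left panel rises with the other-cell score (r = 0.910 over all libraries). Among old mice alone r was 0.898, but 0.134 without the pair farthest from the median other-cell score. In the right panel old mice lie above young mice at similar other-cell scores (r = 0.301 over all libraries).

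Lists of sex-biased liver genes also differed. The male-biased list was lower in old mice by a difference of -0.85 (exact permutation p = 9.45e-05, adjusted p = 0.00142), with 12 of 19 genes lower and 0 higher in edgeR. At an unadjusted p under 0.05 the count was 14 of 19. The female-biased list was higher by 1.28 (exact permutation p = 0.000346, adjusted p = 0.00208), with 7 of 17 genes higher and 0 lower, and 10 at an unadjusted p under 0.05. The male-biased difference was -1.03 on the first cull day (exact permutation p = 0.0159, adjusted p = 0.0952) and -0.66 on the second (exact permutation p = 0.00794, adjusted p = 0.0159). The female-biased difference was 1.77 on the first cull day (exact permutation p = 0.00794, adjusted p = 0.0714) and 0.72 on the second (exact permutation p = 0.0873, adjusted p = 0.105). By adjusted p, the male-biased list passed on the second day only and the female-biased list on neither day alone. The p of 0.00794 is the smallest that either day's relabellings can give, so the adjusted p of the female-biased list on the first day is limited by the number of mice. Neither list was shown to differ between the days (permutation p = 0.49 and 0.203). That comparison left the age effect in the scores and can miss a difference, so equal effects on both days are not established. With the other-cell covariate the differences were -0.65 (permutation p = 0.0131) and 1.54 (permutation p = 0.00138). The fit takes a single slope for both ages. The female-biased slopes were -1.09 in young and 0.05 in old mice, so the size of that difference is uncertain. Ugt2b1 on chromosome 5 (86916639 to 86926503) had a log2 fold change of -0.90 (SE 0.114, edgeR adjusted p = 5.29e-05), and all 9 old mice lay below all young mice. Ntrk2 on chromosome 13 (58806569 to 58937031) rose by a log2 fold change of 3.21 (SE 0.353, edgeR adjusted p = 1.79e-05).

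The clock list was lower in old mice by a difference of -0.36 (exact permutation p = 0.00104, adjusted p = 0.00374), and by -0.11 when the median over genes was taken (exact permutation p = 0.364). Pericentral and periportal lists differed by -0.19 (exact permutation p = 0.00532) and -0.20 (exact permutation p = 0.00265), both with adjusted p under the threshold. The pericentral list did not pass with medians over genes (-0.31, exact permutation p = 0.192) or without stratification by cull day (-0.17, permutation p = 0.0802). The senescence list was higher by 0.97 (exact permutation p = 0.00205, adjusted p = 0.00526), and by 0.22 with the other-cell covariate, where it did not pass (permutation p = 0.264). The periportal list (-0.14, permutation p = 0.144) and the early response list (0.21, permutation p = 0.479) also did not pass with it. Cdkn1a itself did not pass, with a log2 fold change of 0.59 (SE 0.344, edgeR adjusted p = 0.198), and Cdkn2a was too low to pass the filter. Cdkn2a nevertheless had 0 to 1 counts in every young library and 2 to 14 counts in every old library. Its mean in old mice was 0.381 ± 0.223 CPM (SD, n = 9), at least 2.36-fold higher than in young mice when these are set at the floor of 3 counts. Old and young mice differed (exact permutation p = 3.15e-05, the smallest the relabellings can give), although the old library with 2 counts was itself under the floor. Without the filter its edgeR adjusted p was 6.16e-05. The early response list was higher by 0.54 (exact permutation p = 0.0313, adjusted p = 0.0403), but did not pass in 9 of the 19 fits that each left out one mouse, and proliferation did not differ (0.43, exact permutation p = 0.161). Xist, expressed from the inactive X chromosome of females, had 0 to 4 counts per library. Ddx3y on the Y chromosome had 702 to 1344 counts, and did not pass by age (log2 fold change -0.27, edgeR adjusted p = 0.0835).

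From each remaining list past the threshold, the gene with the smallest p was as follows. Log2 fold changes were 2.32 for H2-DMb1 (MHC class II), 0.90 for Fcgr2b (endothelial), 2.14 for Jchain (B cell), 2.10 for Csf3r (neutrophil), 2.54 for Igfbp3 (senescence) and 0.43 for Jund (early response). They were -0.91 for Cyp1a2 (pericentral), -0.57 for Cyp2f2 (periportal) and -1.54 for Usp2 (clock). With the other-cell covariate H2-DMb1 changed direction, to -0.25. Its rise leans on old mouse 1187, which had 46.7 CPM against 0.62 to 4.15 CPM in the other old mice. The sizes of the Csf3r and Igfbp3 rises lean on the same mouse. It had 8.47 CPM of Csf3r against 0.10 to 2.16, and 45.3 CPM of Igfbp3 against 3.22 to 10.2.

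Variation among mice of the same age was compared as the median log2 ratio of old to young SD, which was 0.07 over 12269 genes (exact permutation p = 0.662). The spread did not differ detectably between ages, and the sign of the ratio changed under other settings.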

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

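Of the tests below, the one for a mislabelled mouse was chosen only after the result was seen. A sample was singled out when its gap to the nearest mouse of its age was a large share of that age's range (Dixon's 95% critical value). This was applied to 59 measures in each age, 118 comparisons in all, of which 22 stood out where 5.9 are given by chance. Of the 22, 14 belonged to old mouse 1187 and 8 to other mice, near the number chance gives.

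Old mouse 1187 had the highest value among old mice for the type 1 interferon score (4.94), the MHC class II score (7.76), the stellate score (4.42), the senescence score (3.92) and the proliferation score (3.07). It also had the most genes detected (15960). In log2 CPM it was apart for Ifi27l2a (4.86), Xaf1 (3.97), Irf7 (7.50), Sp110 (3.46), H2-Q4 (6.78), H2-DMb1 (5.55) and Igfbp3 (5.50), all high, and for Mup2 (5.57), low. Its other-cell score was 5.60, the highest of the 19 libraries. Many of these measures move together, so they are not independent signs.

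RNA from other liver cells is a candidate explanation for mouse 1187. A straight line on the other-cell score was fitted to the other 18 libraries and subtracted. Of 13 measures outside the covariate lists, 3 were still apart: the MHC class II score, the proliferation score and H2-DMb1. That lies between the outcomes set for and against this source, so the rest of the pattern cannot be told apart from it and the 3 measures are not accounted for. A mislabelled young mouse was tested by the female-biased minus male-biased score, which was -5.12 in mouse 1187, within -6.93 to -3.94 for the other old mice and outside -9.27 to -7.11 for young mice. A response to illness or infection in that mouse could produce a similar picture, and nothing in the labels used here tests it. Leaving the mouse out lowered the count of 2-fold age genes to 460, the type 1 interferon difference to 0.52 and the MHC class II difference to 0.94.

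The remaining 8 values include a repeat, since the young B cell score of mouse 1239, the highest at 1.17, rests on Jchain alone and is the same measurement (1.17). Old mouse 1181 had the highest female-biased score (3.41). Old mouse 1189 had the lowest periportal score (7.37) and the lowest old value of Cyp2f2 (9.32), a gene of that list. Old mouse 1183 had the lowest old gene total, 18.2 in units of 1e6 counts. Young mouse 1244 had the lowest young Mup17 value (5.47), a gene with near-identical copies, and young mouse 1237 the lowest young Sp110 value (-1.38). No explanation was tested for these 8, and their number is close to chance.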

How the results depend on the processing

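Chosen only after the results were seen were the splits of the samples, the totals in the column names, unrounded counts, thinning, the GC and length correction, leaving out the most counted genes, single-cell-type covariates, the other-cell covariate for lists outside interferon, that covariate with mouse 1187 left out, and leaving out each mouse for those lists. The other alternatives were chosen before the data were examined.

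The count of 3785 age genes stayed within 1.5 times under other scaling, filters and tools, from 3248 without a cull day term to 4428 without a filter. It was 450 on the first cull day alone, 2406 on the second and 1537 with the other-cell covariate. The 903 genes of at least 2-fold became 1545 without a filter, 197 on the first cull day and 273 with the covariate. Under the covariate 1223 of the 3785 genes still passed, and 22 of these 1223 did so in the opposite direction. Leaving out each mouse gave 460 (without mouse 1187) to 985 genes of at least 2-fold. Of 100 splits of the mice within cull days, 1, the real one, gave as many as 3785 genes, and likewise 1 gave as many as 903; the next gave 517 and 32.

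The interaction of age and cull day gave 0 genes in edgeR under each of its scalings and filters, and 20 with DESeq2. With a real count of 0 all 100 splits had to give as many, so the splits say nothing here. The cause of the DESeq2 calls was not tested.

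Both interferon lists kept their direction and passed under other scaling, prior count, filter, medians, no stratification and the second cull day, and in all fits that left out one mouse. On the first cull day alone the differences were 0.65 (type 1) and 0.63 (gamma), which did not pass. With the other-cell covariate they were 0.090 and 0.05. With the macrophage list alone as covariate they were 0.30 (permutation p = 0.0383, 0.0511 after adjustment over the 4 lists tested this way) and 0.23 (permutation p = 0.161), so the type 1 result sits at the threshold. The endothelial list alone gave 0.138 and 0.059. The stellate list alone reversed both, to -0.24 and -0.18, neither distinguishable from 0. With the covariate and mouse 1187 left out they were 0.18 and 0.15. The camera p-values were 0.193 and 0.196 with the correlation estimated. In 19 of 100 splits each camera p was as small as the real one, and 80 (type 1) and 75 (gamma) splits were under 0.05, so the small camera p-values do not separate age from other splits.

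Among the other lists, the covariate reversed MHC class II (-0.03), neutrophil (-0.071), cholangiocyte (-0.49) and proliferation (-0.18). Senescence (0.22), periportal (-0.14) and early response (0.21) kept their direction but no longer passed with it. Without the filter the T and NK cell list had 17 genes and reversed to 0.99, past the threshold (exact permutation p = 6.3e-05, adjusted p = 0.000567), and the cholangiocyte list reversed to -0.12. The cholangiocyte list was also -0.20 on the first cull day, and the early response list -0.041 with medians over genes. On the first cull day alone none of the 12 of these 16 lists that had passed still did, 5 of them with a larger difference than over both days. For the female-biased and B cell lists p was then 0.00794, the smallest 252 relabellings can give, so their loss shows no weaker effect. On the second, 4 no longer passed (female-biased, B cell, pericentral and early response) and macrophage did (1.56). The pericentral and clock lists did not pass with medians over genes (-0.31 and -0.11), nor pericentral without stratification (-0.17). Across the 19 fits that each left out one mouse, early response passed in 10, neutrophil in 16 and macrophage in 3. The single T and NK cell gene passed in 1, without mouse 1187 (-0.85, adjusted p = 0.0346). The cholangiocyte and proliferation lists passed in 0 of the 19 fits, and the other 10 of these lists in all 19. The male-biased list did not pass with the stellate list alone as covariate (-0.59, permutation p = 0.0749), while the female-biased list did (1.88). Among 34 named genes, the covariate reversed Cxcl13 (-0.87) and H2-DMb1 (-0.25) and 10 kept their direction but no longer passed. On the first cull day alone 17 no longer passed. The causes were not tested.

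The spread ratio, 0.07, was -0.029 with residuals from age means and -0.079 with median absolute deviations, and ran from -0.095 to 0.144 across the fits that each left out one mouse, so its sign is not settled. Thinning all libraries to the smallest total gave 3749 age genes, leaving out the 10 most counted genes gave 3790, and correcting for GC content and length gave 4130, so none of these accounts for the count. Genes near the detection floor in young mice remain imprecise in fold change.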

Other observations

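The covariate fits of the age genes and the interferon lists were fixed before the data were examined, but their use as tests of other-cell RNA was chosen only after the results were seen, as were the covariate on the sex-biased lists and the test of GC content. The tests of gene length, shared Mup reads and time of day were fixed before.

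The higher interferon scores in old mice may come from RNA of other liver cells carried into the preparations. With the other-cell score as covariate the age difference was 0.090 (permutation p = 0.525) for the type 1 list and 0.05 (permutation p = 0.776) for the gamma list. Both differences lost most of their size and no longer passed, the outcome set for that explanation. In simulated data an age effect of 0.7 beyond the covariate was detected in 98.0% of cases. That is as large as the whole type 1 difference without the covariate (0.70), and smaller effects were not simulated. The simulated covariate also varied more within each age than the real one did. The simulation therefore does not show that a partial effect would have been found. The covariate itself rises with age, and interferon may act on the same cells or genes that make up the score, so the result does not show which came first. Neither does it exclude a smaller effect within hepatocytes. Ifi27l2a (0.60), H2-Q4 (0.53) and H2-T23 (0.48) still passed with the covariate, as did Gm4951, lower with and without it (-0.36 with it), and Cxcl9, named after its value was seen, was lower with it (-1.14) but had not differed by age without it (0.50, adjusted p = 0.435 in edgeR). The macrophage list alone left 0.30 of the type 1 difference.

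The count of age genes fell to 1537 with the same covariate, which neither removes nearly all genes nor leaves the count in place. How much of the difference between ages reflects cell composition therefore cannot be told apart from hepatocyte change.

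The sex-biased lists behaved differently. The male-biased difference was -0.65 and the female-biased one 1.54 with the other-cell covariate, and the male-biased difference was -0.94 without the Mup genes (exact permutation p = 6.3e-05). The covariate fit takes a single slope for both ages. For the female-biased score the slope was -1.09 within young mice and 0.05 within old mice, so the size of 1.54 is uncertain. A hypothesis is that male liver expression is partly lost with age in hepatocytes themselves. With the stellate list alone as covariate the male-biased list did not pass (-0.59), so it may not be free of cell composition. Hormone levels were not measured here.

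The lower clock list could reflect time of day at killing. Genes peaking in phase with Bmal1 changed by 0.10 (exact permutation p = 0.657) and those of the opposite phase by -0.54 (exact permutation p = 0.0135). The contrast of the phases was -0.64 (exact permutation p = 0.123), -0.24 on the first cull day (exact permutation p = 0.675) and -1.09 on the second (exact permutation p = 0.0476). The pattern cannot be told apart from a difference in killing time. Noct, outside the naming rule and chosen after its values were seen, ranged from 5.41 to 20.4 CPM in young mice and from 60.1 to 124 CPM in old mice.

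Gene length and GC content were weighed as sources of the age differences. The log2 difference correlated across genes with gene span at rho = -0.117 (exact permutation p = 0.53 over relabellings of mice), and with GC content at 0.15 (exact permutation p = 0.257). Genes are not independent replicates, which is why mice were relabelled. The GC and length correction gave 4130 age genes.

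Young mice 1184, 1186 and 1188, all of the first cull day, had Saa2 at 6078, 10148 and 3659 CPM, against 9.39 to 22.4 CPM in the other young mice and 16.6 to 481 CPM in old mice. Lcn2 was 420, 1125 and 207 CPM in them, 0.55 to 1.87 CPM in the other young mice and 4.05 to 133 CPM in old mice, so for this gene the gap to the highest old mice is small. Alb was 62616, 61168 and 62194 CPM, against 103017 to 116311 CPM in the other young mice and 93212 to 157473 CPM in old mice. These genes were chosen after their values were seen, and no explanation was tested. Mice 1184 and 1188 also had the highest young type 1 interferon scores (3.26 and 3.12). Mouse 1186 (2.78) lay below young mouse 1235 (2.88). Mice 1184, 1186 and 1188 were left out only singly, never together. How far they as a group affect the results of the first cull day is therefore not known.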
